A study of Mus musculus with 2 samples. Its data were reported in "TAS-Seq is a robust and sensitive amplification method for bead-based scRNA-seq" (2022).

How the data were processed

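Spleen cells of mice were processed on 1 BD Rhapsody cartridge, and the beads were divided between TAS-Seq and the BD WTA kit, which gave 1 library each. Groups were taken from the sample labels. The labels do not state whether these libraries are the ones behind the spleen values printed in the study. They differ from what the study describes for its own comparison of the methods, which used fresh spleen cells, a larger number of loaded cells and several libraries per method, whereas the labels here give frozen and thawed cells and 1 library per method.

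The deposited tables hold counts: whole numbers of reads per gene and cell barcode, made by the authors without unique molecular identifiers and not normalized. According to the methods of the study, reads were trimmed with cutadapt 3.4 and mapped with bowtie2 2.4.2, on the forward strand, to the cDNA and non-coding RNA sequences of Ensembl release 101 for mouse build GRCm38. Reads were counted per gene and barcode, and barcodes over the inflection point of the ranked read totals were kept with DropletUtils. Those methods do not say that these tables were made with the same versions. Mapping to transcripts rather than to the genome can place reads on pseudogenes and other near copies of a gene, and counting reads instead of molecules lets amplification set the size of a value. The methods also describe a subtraction of background reads, which is not stated for these tables. Among genes seen in at least 50 barcodes, the smallest nonzero value was 1 read for 99.9% in the TAS-Seq table and 99.8% in the BD WTA table, and it was larger for 6 and 16 genes. The described subtraction touches only genes with a high maximum, so these shares do not settle whether it was applied.

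The TAS-Seq table listed 29292 genes and 25459 were listed in the BD WTA table, with 24294 genes in both and 30457 in either. A gene listed in 1 table was given 0 reads in the other. The labels state that 2000 cells were loaded, and the tables held 736 and 716 barcodes. Following the filters in the study's methods, barcodes with at least 500 genes and a mitochondrial share of at most 0.25 were kept. This removed 4 TAS-Seq barcodes and 8 BD WTA barcodes, all over the mitochondrial limit, and 1 of the latter also had too few genes.

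To compare cells at equal depth, the reads of each cell were thinned without replacement, with a fixed seed, to 20000 reads. This was the highest of 50000, 20000, 10000, 5000, 2000 and 1000 reads that at least 80% of the filtered cells of each library reached (96.6% and 91.1%). Highly variable genes were found with Seurat 5.3.0 (FindVariableFeatures, mean-variance plot, scale factor 1000000, mean from 0.1, dispersion from 0.5, genes in at least 5 cells), with 20 random draws to match the number of cells. Gene levels were compared as pooled CPM, with a pseudocount of 1 CPM in the correlations. TMM factors, used as an alternative, came from edgeR 4.0.16. Gene types, positions, GC content and transcript length came from GENCODE mouse release 21 on GRCm38. Its symbols matched 29345 of the 30457 genes (96.4%). That release is older than the one the authors mapped to, and unmatched genes were left out where a property was needed.

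For cell types, the filtered, unthinned cells of each library were clustered separately in Seurat, with reads per cell regressed out, the first 20 principal components and a resolution of 1. The markers of each cell type were fixed before the data were examined, as were the comparisons, the rule for named genes and most alternatives. B-cell markers included Cd79a, Cd79b, Ms4a1, Cd22 and Ighd. T-cell markers were Cd3e, Cd3d, Cd3g, Trac, Trbc2 and Lck. NK-cell markers were Ncr1, Klrb1c, Klre1, Gzma and Klrk1. Lists for neutrophils, monocytes or macrophages, conventional and plasmacytoid dendritic cells, plasma cells, erythroid cells, basophils, megakaryocytes or platelets, and endothelial or stromal cells gave no named cluster in these libraries at the main settings. The naming rule was set after the clusters were seen. A cluster was named when at least 3 markers of a type had a mean log2(CPM + 1) at least 1 above that of the other cells of the library and a read in at least 50% of its cells, and when at least 1 of its top 10 genes by fold was a marker of that type and no other type had more. Other clusters stayed unnamed. Such rebuilt names can differ from those of the authors, whose annotation was not used here. Doublets were called with Scrublet in scanpy 1.11.5 at an expected rate of 0.05. It called 6 TAS-Seq cells and 3 BD WTA cells, which were kept in the main settings and removed in an alternative.

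The named genes are the 5 with the highest and the 5 with the lowest ratio of pooled CPM among those with at least 50 CPM in a library, at least 3 reads in the other and reads in at least 10 cells of a library, plus genes fixed beforehand (Cd4, Cd8a, Cd8b1, Cd3e, Cd79a, Ighm, Malat1, Actb, B2m, Xist, Hbb-bs, mt-Co1, mt-Rnr1 and mt-Rnr2). A further gene fixed beforehand is not reported here. Near copies of a gene were found by the share of its 31-base words that occur in transcripts of another gene on the same strand.

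With 1 library per group no test between the methods is possible, because cells are not replicates of a method. The rank test over cells in the study's methods was therefore not run. Shares are given with exact (Clopper-Pearson) binomial intervals at 95% and CPM with exact Poisson intervals. A count of 0 allows up to 3 counts. Alternatives covered the depth, the read minimum for detection, the cell filter, the genes counted, normalization, pseudocount and level filters, the clustering, doublets, and B-like cells alone. An alternative was taken as close to the main value when it stayed within the counting interval of a share or level, for a difference of shares between the lower limit of one library minus the upper limit of the other and the reverse, within 0.05 of a correlation, within the order-statistic interval of a median, or, for counts of genes, within 1.5 times in each library.

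The thinning and the gene-level comparison were tested on simulated data. Both simulated libraries used the pooled gene levels and the depths of BD WTA cells alone. Reads were drawn independently and all cells of a simulated library shared the same profile. The test therefore checks the calculation and leaves out amplification noise, cell types and the TAS-Seq profile. Of 3407 genes that met the minimums, 200 had been changed 4-fold. All of these (100%) were recovered, 0 of the 3207 unchanged genes were called, and the median absolute error was 0.03 on the log2 scale. All 272 thinned cells had the exact depth. In a part of these cells, the mean deviation from the number of detected genes that thinning should give was -0.0702%. A rank correlation with a simulated property was 0.993 where it had been built in and -0.000932 where it had not. Numerical work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and R 4.3.3.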

Results

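Single-cell RNA sequencing was carried out on mouse spleen cells with the BD Rhapsody system, in which cells settle by gravity into nanowells that each receive a bead carrying barcoded primers for polyadenylated RNA. The cells came from female C57BL/6J mice bearing subcutaneous Lewis lung carcinoma, a transplantable mouse lung tumour line. The mice were 10 weeks old at tumour injection, received 200 μg of an antibody against CD4 per dose on days 5 and 9, and gave their spleens on day 12. Cells of 3 spleens were pooled, frozen and thawed, and 2000 cells were loaded onto 1 cartridge. After cDNA synthesis and primer digestion the beads were divided equally between the amplification methods to be compared. TAS-Seq adds a cytidine tail to the cDNA with terminal transferase in the presence of a chain-terminating nucleotide, and amplifies from that tail. The BD WTA kit is the manufacturer's whole-transcriptome protocol, which amplifies by random priming. Each method gave 1 library, so the comparisons below have no replicate check, no test was run, and each value describes these libraries.

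The TAS-Seq table held 736 cell barcodes and 38656790 reads, with a median of 46516 reads per barcode (interquartile range 35574 to 61396). The BD WTA table held 716 barcodes and 31608259 reads, with a median of 38154 reads (27882 to 50899). No barcode was found in both tables. The median barcode had 3034 detected genes in the TAS-Seq table and 1672 in the BD WTA table. A minimum of 500 genes and a maximum mitochondrial share of 25% left 732 TAS-Seq cells and 708 BD WTA cells. The tables hold reads counted without unique molecular identifiers, so reads of 1 molecule are not independent, and the binomial and Poisson intervals given here cover counting error only. Among nonzero values, 31.3% were a single read in the TAS-Seq table and 15.9% in the BD WTA table, and the median nonzero value was 4 reads and 10 reads, respectively.

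The first comparison asked how many genes each method detected per cell at the same number of reads. Every cell was thinned to 20000 reads, which 707 TAS-Seq cells and 645 BD WTA cells reached. Another 25 TAS-Seq cells and 63 BD WTA cells were shallower and were left out. At this depth the median was 2361 genes per cell in the TAS-Seq library (interquartile range over cells 2153 to 2608) and 1546 genes in the BD WTA library (1337 to 1775), a ratio of 1.53. The cells are not replicates of a method, and the interquartile ranges describe the cells only. Without thinning the medians were 3038 and 1678 genes. The setting that moved the ratio most was the number of reads that makes a gene detected. With at least 2 reads the medians were 1600 and 1257 genes, a ratio of 1.27, and with at least 5 reads they were 1024 and 884 genes, a ratio of 1.16. At a minimum of 10 reads the medians were 571 and 563 genes. At a minimum of 20 reads, a setting chosen after the data were seen, the order reversed, with 218 genes in TAS-Seq cells and 275 in BD WTA cells.

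**Figure D1:**
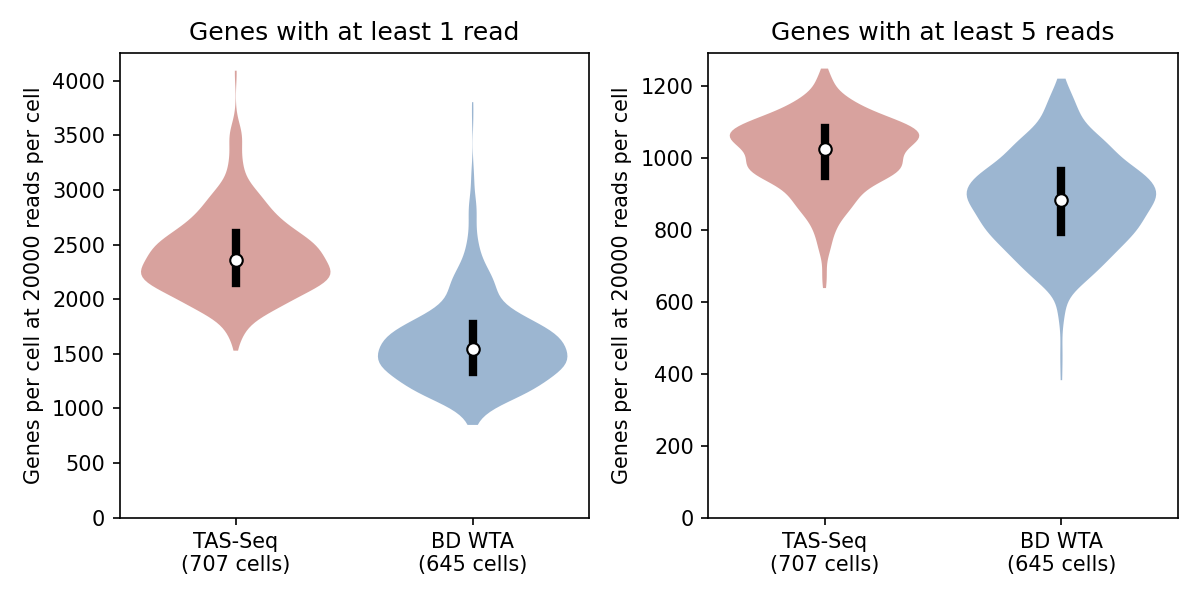
Distribution over cells of the number of genes detected at 20000 reads per cell, with a minimum of 1 read per gene (left) and of 5 reads (right), for 707 TAS-Seq and 645 BD WTA cells. White points are medians and black bars interquartile ranges; the medians are 2361 and 1546 genes on the left and 1024 and 884 genes on the right.

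**Figure D2:**
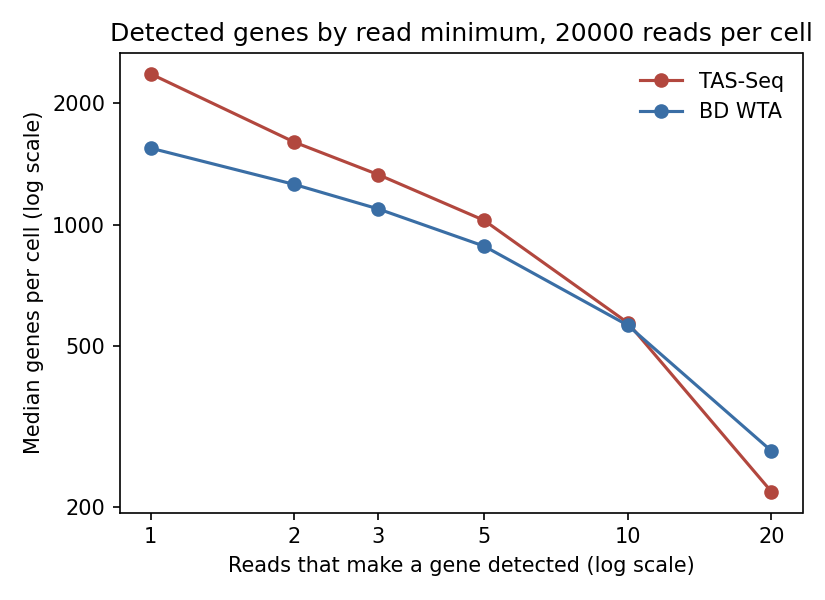
Median genes per cell at 20000 reads per cell (y axis, log scale) against the number of reads required to call a gene detected (x axis, log scale) in the TAS-Seq and BD WTA libraries. The lines meet near a minimum of 10 reads and cross before 20 reads.

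Library quality was compared through the share of reads on mitochondrial and ribosomal RNA genes, over all barcodes. The mitochondrial share was 5.82% of the reads in the TAS-Seq library (95% exact binomial interval 5.82% to 5.83%) and 7.73% in the BD WTA library (7.72% to 7.74%), a difference of -1.91 percentage points. The alternative that moved it most added 4 nuclear genes whose sequences resemble mitochondrial genes, a setting chosen after the data were seen, and gave 7.88% and 10.1%. Nuclear ribosomal RNA genes, taken by symbol, matched 48 genes, which are copies of 5S ribosomal RNA. They held 63 TAS-Seq reads (0.000163%, interval 0.000125% to 0.000209%) and 180 BD WTA reads (0.00057%, interval 0.000489% to 0.000659%). The order depended on which genes were counted. With the mitochondrial ribosomal RNA genes mt-Rnr1 and mt-Rnr2 added, the shares were 0.853% and 0.725%. With all 63 genes that the annotation types as ribosomal RNA, chosen after the data were seen, they were 0.556% and 0.156%. Most reads of that last set lay on 1 gene, CT010467.1 (GRCm38 chromosome 17, 39846353 to 39848827), with 214947 TAS-Seq reads and 49076 BD WTA reads.

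Highly variable genes, whose variance across cells exceeds that of genes of similar mean level and which are used to group cells, were counted at 20000 reads in 645 cells of each library. The TAS-Seq library gave 4952 such genes, as the median of 20 random draws of 645 cells (range 4904 to 4982), and the BD WTA library 4082, a ratio of 1.21. Over the alternative settings the ratio lay between 1.07 and 1.39. The highest value came from a dispersion cutoff of 1, with 1791 and 1292 genes, and the lowest from a scale factor of 10000, with 3876 and 3633 genes. Without a minimum number of cells per gene the ratio was also 1.07, with 7038 and 6551 genes. In the same cells, 25396 genes were detected in the TAS-Seq library (range over draws 25366 to 25431) and 22589 in the BD WTA library, a ratio of 1.12. Genes seen in at least 5 cells, which were those entered for highly variable genes, numbered 17646 and 14836, a ratio of 1.19. The dispersion cutoff is relative to genes of similar level in the same library, so more genes entered can by themselves give more highly variable genes. Most of the main ratio of 1.21 may therefore restate the difference in detected genes. The ratio of detected genes per library moved most when only protein-coding genes were counted, a setting chosen after the data were seen, to 1.06 (15282 and 14413 genes).

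Gene levels of the libraries were compared as pooled CPM, the reads of all filtered cells summed per gene and scaled to a total of 1000000. Across the 10028 genes with at least 10 CPM and reads in at least 10 cells of either library, Spearman's rho between the log2 levels was 0.876 and Pearson's r was 0.891. These are correlations across genes, which are not independent replicates. The log2 ratio of TAS-Seq over BD WTA had a median of 0.10, and its 5th and 95th percentiles were -1.03 and 1.30. An absolute log2 ratio of at least 1 was found for 14.4% of these genes, 908 of them with a higher TAS-Seq level and 534 with a higher BD WTA level. These counts depend on the normalization and the cells. With TMM factors the median log2 ratio was 0.008 and the counts were 764 and 620, and in B-like cells alone the median was 0.16 and the counts were 1298 and 628. The level filter moved rho most, to 0.741 among genes with at least 100 CPM and to 0.931 among genes with at least 1 CPM.

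**Figure D3:**
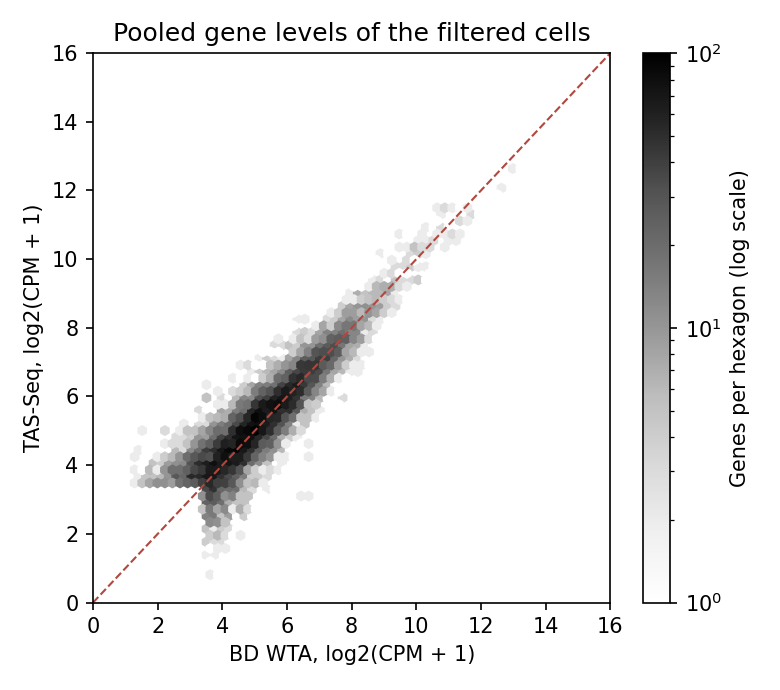
Pooled gene levels of the filtered cells, as log2(CPM + 1), in the BD WTA library (x axis) and the TAS-Seq library (y axis) for 10028 genes, with the number of genes per hexagon in grey on a log scale. The dashed line marks equal levels; most genes lie near it, with a median log2 ratio of 0.10.

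Drop-out was compared through the percent of cells in which a gene had at least 1 read, at 20000 reads per cell, over 18499 genes seen in at least 5 cells of either library. The median gene was positive in 5.94% of TAS-Seq cells and 3.26% of BD WTA cells. The median difference per gene was 2.17 percentage points, and 88.8% of the genes were positive in a larger share of TAS-Seq cells. The difference was 0.694 points in the lowest of 10 equal bins of mean level and 11.1 points in the highest. Of the alternatives run, the number of reads per cell moved it most, to 3.63 points at 50000 reads, 3.50 points without thinning and 1.62 points at 10000 reads. A higher read minimum was not run for this comparison. How much of the difference rests on single reads or on reads from other cells is therefore open.

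**Figure D4:**
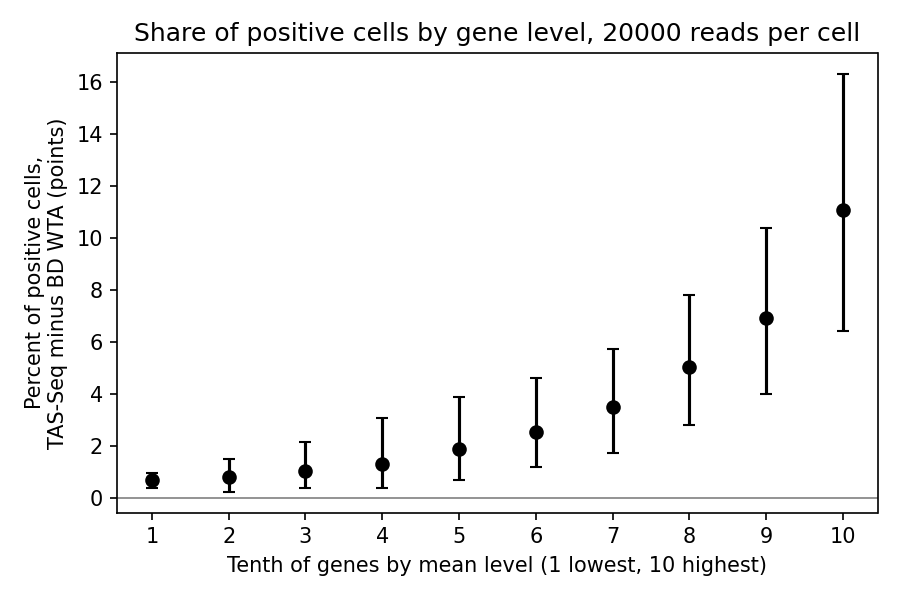
Difference between the libraries in the percent of cells positive for a gene at 20000 reads per cell (y axis, percentage points, TAS-Seq minus BD WTA) in 10 bins of genes by mean level (x axis). Points are medians over genes and bars interquartile ranges over genes; the medians rise from 0.694 to 11.1 points.

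The levels were then set against GC content and transcript length, which were known for 98.1% of the 10028 genes. Across genes, the log2 ratio of TAS-Seq over BD WTA had a Spearman's rho of 0.0944 with the GC content of the longest transcript and of -0.0945 with its length. The genes with the highest GC content, in the fifth of 5 bins, had a median log2 ratio of 0.31, and those of the shortest transcripts one of 0.34. The other bins had medians between 0.01 and 0.10. Among 8516 protein-coding genes, a setting chosen after the data were seen, rho was 0.0721 with GC content and -0.0354 with length. The alternative that moved the GC relation most, the difference in the percent of positive cells in place of the log2 ratio, gave a rho of 0.0179.

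Among 4024 genes that met fixed minimums of level, reads and cells, the highest ratios of pooled CPM belonged to Gm5781, Gm19243, Grip2, Ccdc88b and Rpl19-ps9. The processed pseudogene Gm5781 (GRCm38 chromosome 10, 116972766 to 116973208) had 114.8 CPM in the TAS-Seq library (95% exact Poisson interval 111.5 to 118.2) and 9.94 CPM in the BD WTA library (8.87 to 11.1), a log2 ratio of 3.53. Gm19243, a processed pseudogene (chromosome 3, 117222960 to 117223602), had a log2 ratio of 3.31. The protein-coding gene Grip2 (chromosome 6, 91761509 to 91827250) had 120.1 CPM and 13.7 CPM, a log2 ratio of 3.14, and was seen in 715 TAS-Seq cells and 115 BD WTA cells. Ccdc88b (chromosome 19, 6844623 to 6858211), also protein-coding, had a log2 ratio of 3.002, and 5 cells held 71.2% of its BD WTA reads. Rpl19-ps9, a processed pseudogene (chromosome 6, 71683298 to 71683885), had a log2 ratio of 2.99.

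At the other end, the processed pseudogene Gm4525 (chromosome 3, 104915910 to 104916163) had 2.05 CPM in the TAS-Seq library (1.62 to 2.55) and 65.6 CPM in the BD WTA library (62.8 to 68.5), a log2 ratio of -5.001. Gm5054, another processed pseudogene (chromosome 7, 142305842 to 142306294), had a log2 ratio of -4.12. Jchain, the joining chain of secreted immunoglobulins (chromosome 5, 88519809 to 88527891), had 45.0 CPM and 780 CPM, a log2 ratio of -4.12. For this gene 5 cells held 97.4% of the TAS-Seq reads and 99.4% of the BD WTA reads, so the value rests on a few cells. The small nucleolar RNA genes Rnu3b4 (chromosome 11, 87462286 to 87462500) and Rnu3b3 (chromosome 11, 87448627 to 87448841) had log2 ratios of -3.69 and -3.64. Every 31-base word of both occurs in Rnu3b1 as well, so the counting cannot separate them. The pseudogenes share a smaller part of their words, 11.1% to 25.1%, with a ribosomal protein gene. Some of their reads may therefore be misplaced, and their levels are uncertain too.

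Among genes fixed before the data were examined, Cd3e had 189.5 CPM in the TAS-Seq library and 372.7 CPM in the BD WTA library, a log2 ratio of -0.98. Cd79a had a log2 ratio of -0.57, Ighm -0.76, Actb -0.61 and mt-Co1 -0.70, and these 5 genes kept a lower TAS-Seq level under each alternative that was run for them. For Ighm 5 cells held 17.2% of the TAS-Seq reads and 42.2% of the BD WTA reads, and the log2 ratio was -0.35 with each cell weighted equally. B2m at 0.31 and mt-Rnr2 at 0.41 kept a higher TAS-Seq level. Cd4 had a log2 ratio of -0.37, Malat1 -0.18, mt-Rnr1 -0.12 and Cd8b1 0.12. The ratios of Cd8a at -0.18 and Xist at -0.05 changed sign under at least 1 alternative. Hbb-bs had a log2 ratio of 1.55, with 201 and 56 reads that came almost entirely from 5 cells.

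Cell composition was compared because both libraries hold beads of the same cartridge. Cells of each library were clustered alone, and clusters were named from fixed markers. B-like cells made up 365 of 732 TAS-Seq cells (49.9%, 95% exact binomial interval 46.2% to 53.6%) and 364 of 708 BD WTA cells (51.4%, 47.7% to 55.2%). T-like cells made up 32.9% (29.5% to 36.5%) and 33.1% (29.6% to 36.7%). Both differences were within these intervals. Clusters left unnamed held 17.2% and 11.9% of the cells. In the TAS-Seq library these were a cluster of 69 cells with raised B-cell markers and a cluster of 57 cells with raised T-cell markers. In the BD WTA library the unnamed cells were a cluster of 84 cells with raised T-cell markers. None of the top 10 genes by fold of these unnamed clusters was a B-cell or T-cell marker. With both libraries clustered together, a cluster of 36 TAS-Seq and 39 BD WTA cells stayed unnamed, led by Fcer1g, Tyrobp and Cst3. With 10 principal components, an unnamed TAS-Seq cluster of 24 cells had raised neutrophil markers. The main unnamed clusters may thus also hold cells other than B and T cells. The B-like and T-like sets of the libraries may therefore not hold the same kinds of cells. An NK-like cluster of 26 cells (3.67%) was found in the BD WTA library. No TAS-Seq cluster was NK-like when that library was clustered alone, which bounds no share of NK cells, since 19 TAS-Seq and 26 BD WTA cells were NK-like when both libraries were clustered together. By the markers of each cell at 20000 reads, 20 of 707 TAS-Seq cells (2.83%) and 22 of 645 BD WTA cells (3.41%) were NK-like. The T-like share depended most on the resolution, and at a resolution of 2 it was 31.8% and 44.9% of the cells, with 19.4% and 0% of the cells in unnamed clusters.

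The mice had received an antibody against CD4, so the T cell subsets were compared at 20000 reads per cell. Reads of Cd4 were found in 70 of 232 T-like TAS-Seq cells (30.2%, interval 24.3% to 36.5%) and in 59 of 217 T-like BD WTA cells (27.2%, 21.4% to 33.6%). In B-like cells, which should lack Cd4, the shares were 4.55% and 0.303% at the same depth. Reads of Cd8a or Cd8b1 were found in 60.8% (54.2% to 67.1%) and 49.3% (42.5% to 56.2%) of T-like cells, against 20.5% and 3.33% of B-like cells. With at least 5 reads, Cd4 was found in 21.6% and 23.04% of T-like cells and Cd8a or Cd8b1 in 50.9% and 47.5%, while the shares in B-like cells were at most 1.52%.

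The last comparison took the reads of markers outside their cell type as a measure of background. At least 1 read of the B-cell markers was found in 197 of 232 T-like TAS-Seq cells (84.9%, interval 79.7% to 89.3%) and in 33 of 217 T-like BD WTA cells (15.2%, 10.7% to 20.7%). The markers had 114.2 CPM and 46.3 CPM in these cells. Reads of the T-cell markers were found in 55.7% of B-like TAS-Seq cells (50.3% to 61.0%) and 17.3% of B-like BD WTA cells (13.4% to 21.8%), with 85.8 CPM and 80 CPM. The read minimum moved both comparisons most. With at least 5 reads, B-cell markers were found in 2.59% of T-like TAS-Seq cells (0.955% to 5.54%) and 3.69% of T-like BD WTA cells (1.61% to 7.14%), and T-cell markers in 5.68% and 6.67% of B-like cells. At that minimum the differences for these marker lists were within the intervals. Of the B-cell genes Cd74 and Igkc, which are more abundant, are outside the lists and were singled out after their values were seen, Cd74 kept a higher TAS-Seq share and the intervals of Igkc overlapped. At least 5 reads of Cd74 were found in 18.97% of T-like TAS-Seq cells (14.1% to 24.6%) and 1.38% of T-like BD WTA cells (0.286% to 3.99%), and of Igkc in 5.17% (2.70% to 8.86%) and 2.76% (1.02% to 5.92%).

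**Figure D5:**
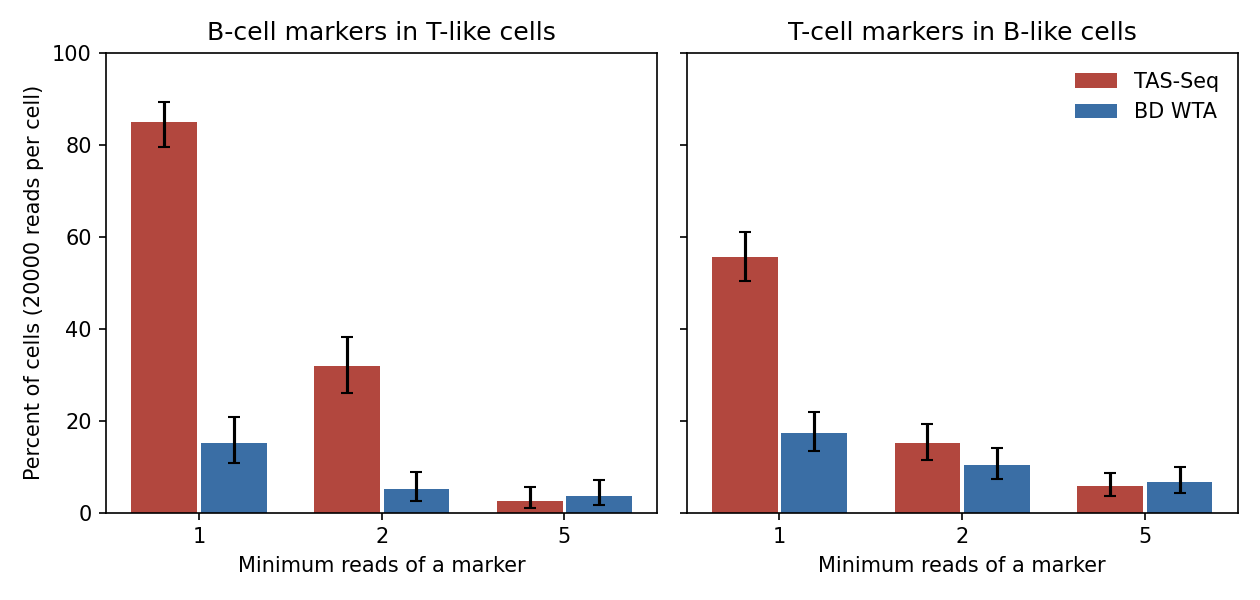
Percent of T-like cells with reads of B-cell markers (left) and of B-like cells with reads of T-cell markers (right) at 20000 reads per cell, by the minimum number of reads (x axis), in the TAS-Seq and BD WTA libraries; error bars are 95% exact binomial intervals. At 1 read the TAS-Seq shares are 84.9% and 55.7% and the BD WTA shares 15.2% and 17.3%, and at 5 reads the intervals overlap.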

Values the study reported

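For mouse spleen cells, the study reported a median of 2200.8 ± 28.3 genes per cell with TAS-Seq, at a median of 25418.5 ± 38.2 reads per cell. With the BD WTA kit it reported a median of 1714.2 ± 83.2 genes per cell at a median of 25556.7 ± 116.8 reads per cell.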

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

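Tests with protein-coding genes alone (for detected genes, highly variable genes, GC content and transcript length), with a minimum of 20 reads, with all genes typed as ribosomal RNA and with the 4 nuclear genes that resemble mitochondrial genes were chosen only after the result was seen. No paired analysis was possible because each method has 1 library and no value comes from a test. Of 89 alternatives to the 15 comparisons, 56 stayed close to the main value, 28 moved and 5 reversed a difference that the main setting called. Another 5 of those taken as close changed sign where the main difference was within its counting interval and no direction was called: the B-like share (-1.55 points) became 3.94 with both libraries clustered together and 4.96 by the markers of each cell, the T-like share (-0.127 points) became 0.273 at a resolution of 0.5 and 0.00410 without doublets, and the Cd4 share (2.98 points) became -1.49 with at least 5 reads.

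The ratio of genes per cell, 1.53 at 20000 reads, was 1.81 without thinning and 1.44 at 10000 reads. It fell to 1.27 with at least 2 reads and 1.16 with at least 5 reads, and reversed to 0.793 with at least 20 reads. The cell filter, the removal of mitochondrial genes, B-like cells alone, another seed, protein-coding genes alone and 50000 reads gave between 1.51 and 1.53. The difference in the mitochondrial share, -1.91 points, was -1.88 in filtered cells, -2.03 as a median over cells, -2.04 with protein-coding mitochondrial genes alone, -2.01 in B-like cells and -2.22 with the 4 nuclear genes added. Read totals this deep make the counting interval so narrow that small shifts exceed it.

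The difference in the ribosomal RNA share, -0.000407 points, became 0 as a median over cells, since fewer than 1 cell in 2 had such a read. It reversed to 0.129 with the mitochondrial ribosomal RNA genes and to 0.400 with all genes typed as ribosomal RNA. These settings add genes with far more reads, and which set best measures ribosomal RNA was not tested. An alternative with Gm42418, Gm26917 and AY036118 gave no value, because the tables have no entry under these symbols.

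The ratio of highly variable genes, 1.21, moved to 1.39 with a dispersion cutoff of 1, to 1.07 without a minimum number of cells and to 1.11 with protein-coding genes alone. Its lowest value, 1.07 with a scale factor of 10000, came from counts within 1.5 times the main counts. Protein-coding genes alone moved the ratio of genes per library from 1.12 to 1.06. The correlation of levels, 0.876, was 0.931 from 1 CPM and 0.741 from 100 CPM, since a filter on level narrows or widens the range of levels. The difference in positive cells, 2.17 points, was 3.50 without thinning, 3.63 at 50000 reads, 1.62 at 10000 reads and 2.80 in B-like cells. The GC relation, a rho of 0.0944, fell to 0.0179 when the difference in positive cells replaced the log2 ratio, and the cause was not tested. The length relation, a rho of -0.0945, weakened to -0.0354 among protein-coding genes.

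The difference in the T-like share, -0.127 points, moved to -13.1 at a resolution of 2, to -9.97 with 10 principal components and to -9.41 with all barcodes. In each of these fewer BD WTA cells stayed unnamed (0%, 3.81% and 3.91%) than TAS-Seq cells (19.4%, 21.04% and 18.9%), so the clusters named differ and not the cells alone. Clustered together, T-like cells were 37.98% and 40.3% and B-like cells 54.5% and 50.6%. By the markers of each cell, T-like cells were 36.8% and 40.9% and B-like cells 56.4% and 51.5%. These settings were taken as close by the difference between the libraries. The T-like shares of both libraries and the TAS-Seq B-like share nevertheless left their own main intervals in both settings, and the BD WTA B-like share did not. The difference in T-like cells with Cd8a or Cd8b1 reads, 11.5 points, was 19.8 without thinning, 4.20 with at least 2 reads and 3.397 with at least 5 reads. The TAS-Seq share alone left its own interval in all 3 (68.1%, 52.6% and 50.9%), as did the TAS-Seq share with Cd4 at 5 reads (21.6%).

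The difference in T-like cells with B-cell markers, 69.7 points, was 26.8 with at least 2 reads and reversed to -1.10 with at least 5 reads. The difference in B-like cells with T-cell markers, 38.4 points, was 53.4 without thinning and 4.75 with at least 2 reads, and reversed to -0.985 with at least 5 reads. A higher read minimum removes single reads by construction, and both reversed values lie within the counting intervals.

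For the 24 named genes, 92 alternatives to the log2 ratio were run. Of these 42 stayed close, 48 moved without a change of direction and 2 reversed, in 2 genes. Cd8a became 0.49 in B-like cells, where few reads of it are found. Xist became 0.021 with each cell weighted equally. These ratios are near 0, and the cause was not tested. The B-like setting was not run for Cd4, which has too few reads there, nor were mitochondrial genes run in the setting that leaves them out.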

Other observations

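The tests of protein-coding genes alone, of reads from other cells, of a background subtraction, of RNA that moved between wells, of pairs of cells, of reads moved from parent genes, of words shared with mitochondrial genes and of the barcode rich in Sftpc were chosen only after the result was seen. Equal reads, B-like cells alone and a minimum of 5 reads were settings fixed beforehand, but were used to weigh an explanation only after the result was seen. The groups are amplification methods applied to beads of the same cells, so the design gives no biological explanation, and no biological explanation was tested.

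The TAS-Seq library had more genes per cell. A difference in reads per cell cannot be the whole cause, since the ratio of medians was 1.53 with every cell at 20000 reads. A different mix of cell types is argued against by a ratio of 1.52 among B-like cells. The kinds of B cells may still differ, since a TAS-Seq cluster of 69 cells with raised B-cell markers stayed unnamed. Reads placed on pseudogenes and other non-coding genes are argued against by a ratio of 1.51 over protein-coding genes. Reads from other cells may add to the count. T-like cells had a mean of 1.59 of the fixed B-cell markers in the TAS-Seq library and 0.180 in the BD WTA library, a difference of 1.41 genes. Of 11 genes that a random part of the TAS-Seq cells showed in at least 20% of B-like cells and at most 1% of T-like cells, a choice that favours low TAS-Seq background, T-like cells had a mean of 0.289 in the remaining TAS-Seq cells and 0.0737 in the BD WTA cells. The same rule in a random part of the BD WTA cells gave 56 genes, a choice that favours low BD WTA background. Of these 56 genes, T-like cells had a mean of 4.095 in the TAS-Seq library and 0.477 in the remaining BD WTA cells. These lists cover few genes, so the share of stray reads in the whole is open. As the whole cause, stray reads are argued against by detection in the cells of origin. Of the 56 genes chosen in BD WTA cells, B-like cells had a mean of 28.4 in the TAS-Seq library and 22.98 in the remaining BD WTA cells. Detection as in BD WTA cells plus the stray share seen in T-like TAS-Seq cells would give 25.1, so 3.39 genes per cell remain, and 43 of the 56 genes exceeded that bound. For 20 T-restricted genes the bound in T-like cells was 7.46 and the TAS-Seq mean was 9.35. A choice in BD WTA cells could favour genes that this library detects poorly, but the 11 genes chosen in TAS-Seq cells (mean 3.01 in B-like cells, bound 2.33) and the fixed B-cell markers (5.62, bound 5.32) exceeded the bound too. The bound assumes that stray reads reach both cell types alike. It replaced a first test by read minimum, which did not decide, since the ratio of genes per cell was 1.16 at 5 reads and 1.01 at 10 reads.

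More reads per captured molecule in the BD WTA library would leave its cells with fewer genes to gain from added reads. From 10000 to 20000 reads the same cells gained a median of 26.04% in the TAS-Seq library and 15.9% in the BD WTA library, a difference of 10.2 percentage points. This gain follows from the share of genes with a single read, and stray single reads in TAS-Seq cells would give the same, so the explanation cannot be told apart from stray reads. Molecules themselves were not counted.

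Reads of other cell types' markers were found in more TAS-Seq cells, for the fixed lists at 20000 reads mostly with fewer than 5 reads. More abundant genes had more: before thinning, at least 5 reads of Cd74 were found in 182 of 241 T-like TAS-Seq cells and 11 of 234 T-like BD WTA cells, and of Igkc in 109 and 9. A background subtraction as the study's methods describe it, in the BD WTA table alone, is argued against as the whole cause. It touches only genes whose maximum exceeds 8 as log2(reads + 1), which Cd3e, Cd3d, Cd3g, Trac and Lck do not reach in that table. Reads of these 5 genes were found in 45.5% of B-like TAS-Seq cells (95% exact binomial interval 40.2% to 50.8%) and 12.4% of B-like BD WTA cells (9.07% to 16.5%), a difference of 33.0 percentage points, with 68.6 CPM and 69.7 CPM. The B-cell markers Cd79b and Cd22, which do not reach it either, were found in 31.03% of T-like TAS-Seq cells (25.1% to 37.4%) and 5.07% of T-like BD WTA cells (2.56% to 8.89%). Whether a subtraction adds to the difference for genes with a higher maximum is open, although 84 of 234 T-like BD WTA cells held 1 to 4 reads of Cd74 before thinning, a gene with a median of 562 reads in B-like BD WTA cells. Pairs of cells under 1 barcode are argued against too, since only 2.59% of T-like TAS-Seq cells had at least 5 reads of a B-cell marker, while 99.4% of B-like TAS-Seq cells did. Although most T-like TAS-Seq cells held at least 5 reads of Cd74 before thinning, only 2 of 241 held 10% or more of the median of 498 reads in B-like TAS-Seq cells. RNA that moved between wells before the beads were split should give both libraries the same level relative to that in the cells of each library. The level of the fixed B-cell markers in T-like cells was 1.97% of that in all cells in the TAS-Seq library and 0.809% in the BD WTA library, a ratio of 2.44, while T-cell markers in B-like cells gave a ratio of 1.501. This explanation cannot be told apart from a difference between the beads that each library received, because the BD WTA level rests on a few cells (15.2% of T-like BD WTA cells had a read of these markers) and each method has 1 library. Reads that changed barcode during amplification or sequencing were not tested.

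Processed pseudogenes had higher levels in the TAS-Seq library, with a median log2 ratio of 0.53 over 953 genes against 0.07 over 8521 protein-coding genes. A larger share of reads moved from parent genes to their pseudogenes in the TAS-Seq library would lower the parents there. In 59 families of a protein-coding gene and its named pseudogenes, with at least 50 CPM on the pseudogenes, the parents had a median log2 ratio of 0.35, the pseudogenes 0.35 and their sum 0.41, and 41 of the 59 parents were higher in the TAS-Seq library. That argues against a larger moved share in the TAS-Seq library as the cause for these families. Reads moved in the same share in both libraries would give pseudogenes the ratio of their parents, so such moved reads are not excluded. Why whole families were higher was not tested. For single genes the counting remains uncertain: Gm5781 had a log2 ratio of 3.53, and together with Rps15, its closest protein-coding gene, one of 0.91. Summing reversed the sign for Gm19243 (3.31 alone, -0.21 with Rps27) and for Gm5054 (-4.12 alone, 0.36 with Rpl27a). The protein-coding partner holds most of the reads in such a sum, so its value lies close to that of the partner alone.

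The unprocessed pseudogenes Gm28437, Gm10925, Gm28661 and Gm29216, which lie side by side on GRCm38 chromosome 1 from 24613189 to 24616197, held many reads in both libraries, for example 216676 TAS-Seq reads and 306227 BD WTA reads on Gm29216. A candidate explanation is reads shared with near-identical mitochondrial genes. The median share of their 31-base words that occur in mitochondrial genes was 100%, and the lowest was 97.2%. The main mitochondrial shares, 5.82% and 7.73%, leave these genes out, so they may be too low in both libraries. With the 4 genes added the shares were 7.88% and 10.1%.

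One TAS-Seq barcode with 15378 reads and 1642 genes had Sftpc, a surfactant gene of lung epithelium, as its most abundant gene, with 861 reads. It also held 132 reads of Sftpa1, 52 of Cxcl15 and 41 of Sftpd, but 1 read of Cd79a and 0 of Cd3e. It was singled out after its values were seen. Lung genes were also spread over other barcodes. Reads of Scgb1a1, a gene of airway secretory cells, were found in 238 TAS-Seq barcodes (421 reads, 91 of them in 1 barcode) and 9 BD WTA barcodes (93 reads). Of the 10 genes of a lung list, 9 were found in more TAS-Seq than BD WTA barcodes. Without thinning, 93.3% of 21142 genes were positive in a larger share of TAS-Seq cells, so that count does not set the lung list apart. The list was Sftpc, Sftpa1, Sftpb, Sftpd, Scgb1a1, Scgb3a2, Cxcl15, Ager, Slc34a2 and Lamp3, and 5 of them reached 1 CPM in the BD WTA library. RNA from the barcode rich in Sftpc cannot explain the spread of Scgb1a1 over 238 barcodes, since that barcode had 0 reads of it. Stray reads on genes of any tissue were weighed with a list of 10 liver genes. The median lung gene was found in 14 more TAS-Seq barcodes than the median liver gene, but 9 of the liver genes have no entry in the tables, and the remaining gene, Trf, was found in 63 TAS-Seq and 29 BD WTA barcodes, so this explanation cannot be told apart from lung material. Lung cells or lung cDNA that entered during the work may be a source, which was not tested. Entry into the TAS-Seq library alone would leave the lung reads of the BD WTA library unexplained, such as the 93 reads of Scgb1a1.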
